# Nuclear factor I revealed as family of promoter binding transcription activators

**DOI:** 10.1186/1471-2164-12-181

**Published:** 2011-04-07

**Authors:** Milos Pjanic, Petar Pjanic, Christoph Schmid, Giovanna Ambrosini, Armelle Gaussin, Genta Plasari, Christian Mazza, Philipp Bucher, Nicolas Mermod

## Abstract

**Background:**

Multiplex experimental assays coupled to computational predictions are being increasingly employed for the simultaneous analysis of many specimens at the genome scale, which quickly generates very large amounts of data. However, inferring valuable biological information from the comparisons of very large genomic datasets still represents an enormous challenge.

**Results:**

As a study model, we chose the NFI/CTF family of mammalian transcription factors and we compared the results obtained from a genome-wide study of its binding sites with chromatin structure assays, gene expression microarray data, and in silico binding site predictions. We found that NFI/CTF family members preferentially bind their DNA target sites when they are located around transcription start sites when compared to control datasets generated from the random subsampling of the complete set of NFI binding sites. NFI proteins preferably associate with the upstream regions of genes that are highly expressed and that are enriched in active chromatin modifications such as H3K4me3 and H3K36me3. We postulate that this is a causal association and that NFI proteins mainly act as activators of transcription. This was documented for one member of the family (NFI-C), which revealed as a more potent gene activator than repressor in global gene expression analysis. Interestingly, we also discovered the association of NFI with the tri-methylation of lysine 9 of histone H3, a chromatin marker previously associated with the protection against silencing of telomeric genes by NFI.

**Conclusion:**

Taken together, we illustrate approaches that can be taken to analyze large genomic data, and provide evidence that NFI family members may act in conjunction with specific chromatin modifications to activate gene expression.

## Background

High-throughput assays are being widely employed in various fields of biology. For example in genomics, DNA microarrays are used to simultaneously measure the expression levels of nearly all genes of a genome [1,2]. Recently, a new high-throughput method has been developed for a whole genome mapping of protein-DNA interactions that is based on the chromatin immunoprecipitation and next generation sequencing technology (method termed chromatin immunoprecipitation sequencing or ChIP-Seq) [3-8]. These two high-throughput methods, when combined, are instrumental to study how transcription factors regulate gene expression at a global genomic scale. As the costs of new-generation sequencing and DNA microarrays decrease, such high-throughput assays should be increasingly used. In addition, new software tools are emerging rapidly, allowing faster and easier analyses of large-scale genomic datasets [9-13]. However, extracting the significant and biologically relevant information from such massive datasets still represents a great challenge. In purely experimental studies, the use of negative controls such as the blank or mock conditions is absolutely necessary. However, genome-wide computer analyses may lack an adequate negative control. In such case, a randomly selected portion of the total dataset can be used as an *in silico *negative control, such as for instance a randomly picked sample of all genomic loci. The size of the control dataset can then be chosen to parallel that of the experimental set, to simplify the statistical analysis [14,15].

As a study group of proteins, we chose NFI/CTF family of mammalian transcription factors. NFI/CTF represents a family of transcription-replication factors comprising polypeptides encoded by four paralogous genes located on different chromosomes in mammals (NFIA, NFIB, NFIC, NFIX) [16,17]. NFI family of proteins displays the unusual property of regulating not only the initiation of transcription but also of mediating DNA replication [18]. NFI recognition sequence were found in the promoter sequences of many cellular genes [19], where they may act as activator or repressor of transcription [20-25]. Recently, it has been proposed that NFI may be involved in a long range regulation of gene expression, through the formation of chromatin barrier and by blocking the propagation of a heterochromatic structure [26,27]. NFI binds as a dimer, and its preferred binding sequence is a palindrome composed of two half sites TTGGCANNNTGCCAA. A position weight matrix for the NFI/CTF was established using a collection of over 10,000 SELEX-SAGE selected sites, allowing the prediction of its binding affinity to any genomic sequence [28]. However, since this prediction matrix is based on NFI binding specificity *in vitro*, the specificity of this family of proteins may be different from that observed in the cell, where interactions with other transcription factors may take place and DNA accessibility may be restrained by chromatin. Here we assessed the in vivo binding preferences of NFI/CTF, its global functional properties regarding the regulation of gene expression and the relationship of NFI binding sites with different histone methylation markers typical of either an open or closed chromatin structure.

## Results

### NFI preferentially binds upstream of transcription initiation sites in mouse genome

Statistical analysis in genomics often relies on the sub-sampling of datasets, which requires random sampling algorithms. We devised a random sampling algorithm that can be conveniently applied to large genomic datasets. The random sampling algorithm C++ source code is available as a text file online (Additional file 1). Each randomly generated number is used to extract an entry line from the main dataset to generate a subset of the desired size. Simulation experiments indicated that subsampling can be applied to sets of normally distributed values without loosing the statistical robustness of the comparisons, provided that relatively large subsets of data are retained (e.g. equal or greater than 100 individual values; see Additional file 2).

We first used this random sampling method to compare data from a ChIP-Seq experiment performed on primary mouse embryonic fibroblasts for the NFI transcription factor family relative to the in silico predictions of its binding sites. 

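Tags of 3 libraries were re-analysed. They came from NFI immunoprecipitation in wild-type fibroblasts, the same immunoprecipitation in NFI-C knock-out fibroblasts, and wild-type input DNA, which was sequenced without immunoprecipitation. The cells were primary mouse embryonic fibroblasts from embryos of 14.5 days, and the antibody was raised against the NFI group of proteins rather than against NFI-C alone. There was 1 library per condition and no replicate, so the values describe these libraries and no test was made across samples. The authors deposited every read with its ELAND mapping on mm9, without normalization. The wild-type ChIP library held 14358325 reads, of which 68.1% mapped to a single place. The knock-out ChIP library held 16330049 reads with 66.3% uniquely mapped, and the input library held 12029975 reads with 45.1% uniquely mapped. With at most 1 tag counted per position and strand, 3350071 tags remained in the wild-type ChIP, 3132004 in the knock-out ChIP and 4100449 in the input on chromosomes 1 to 19, X and Y. These were 34.3% of the uniquely mapped tags in the wild-type ChIP, 29.0% in the knock-out ChIP and 75.8% in the input. The genome average per 300 bp was 0.393 tags in the wild-type ChIP, 0.367 in the knock-out ChIP and 0.481 in the input, and tag counts at sites are given as the fold over this average. Intervals are 95% intervals, exact binomial for shares and ratios and Poisson for tag counts, and they cover counting error only. For ratios over the input between groups of sites and for centre over flank they rest on a normal approximation of the log ratio, and those of GC-weighted ratios and of centre over flank between both groups on 1000 bootstrap draws of sites. A description line of the knock-out sample names wild-type cells, while its title and the paper name knock-out cells, and the title was followed. The targeted gene Nfic (ENSMUSG00000055053.10, chromosome 10, 80858931 to 80893750 in mm9) had 50 tags in the wild-type ChIP, 66 in the knock-out ChIP and 151 in the input, which does not check the label, as an insertion need not remove tags.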

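Predicted NFI sites were placed on the mm9 sequence as matches to the palindrome TTGGCANNNTGCCAA with at most 2 mismatches at its 12 fixed positions, since the text does not print the scores of a weight matrix. The genome contained 105791 such sites, of which 159 matched without mismatch, 5822 with 1 mismatch and 99810 with 2 mismatches. A version of the motif with 5 free central positions, TTGGCNNNNNGCCAA with at most 1 mismatch, gave 50306 sites.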

The mouse genome (NCBI build 37 or mm9) was found to contain a set of 61,492 NFI predicted sites that were defined using a previously established position weight matrix [19,28]. The predicted sites were defined with a matrix score threshold > 85, which corresponds to a medium *in vitro *binding affinity in the range of scores that extends from a minimum of -108 to a maximum of 100. 

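Transcription start sites (TSS) were taken from the protein-coding genes of the GENCODE vM1 annotation, which uses the same genome build as mm9. Of the 105791 consensus matches, 7316 lay within 5 kb upstream of a TSS and 98475 lay elsewhere. The 300 bp around the sites contained on average 45.3% G and C near a TSS and 41.9% elsewhere.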

Within this set, 2,852 predicted sites overlapped DNA sequences covering the RefSeq annotated transcription start sites (TSS) and 5 kb of upstream sequences.

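Tag counts at the predicted sites rose with the closeness of the match. In the wild-type ChIP, the mean in 300 bp was 4.77 times the genome average (4.24 to 5.34) at sites without mismatch, 1.98 times (1.92 to 2.03) at sites with 1 mismatch and 1.25 times (1.24 to 1.26) at sites with 2 mismatches. The knock-out ChIP gave 3.13 times (2.70 to 3.62), 1.80 times (1.74 to 1.86) and 1.28 times (1.27 to 1.29) at the same sites. In the input the means were 1.03 times (0.818 to 1.29), 1.09 times (1.05 to 1.13) and 1.02 times (1.01 to 1.03). Over the 5981 sites with at most 1 mismatch, the wild-type ChIP exceeded the input 1.89-fold (1.80 to 1.97) after scaling for library size. At 5 control palindromes made of the same bases in another order, also with at most 1 mismatch, the wild-type mean lay between 0.749 and 1.11 times the genome average.

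**Figure D1:**
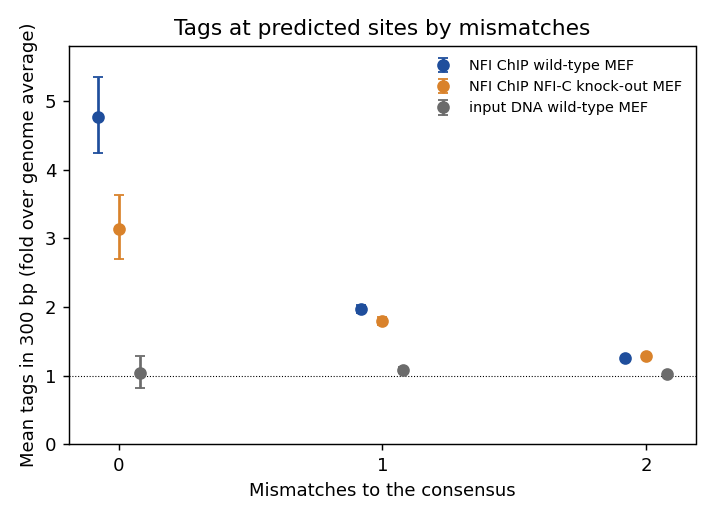
Mean tags in 300 bp at predicted sites, as fold over the genome average, by number of mismatches to the consensus, for 3 libraries. Points are means over sites and bars are 95% Poisson intervals. The wild-type ChIP falls from 4.77 to 1.25 and the input stays between 1.02 and 1.09.

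**Figure D2:**
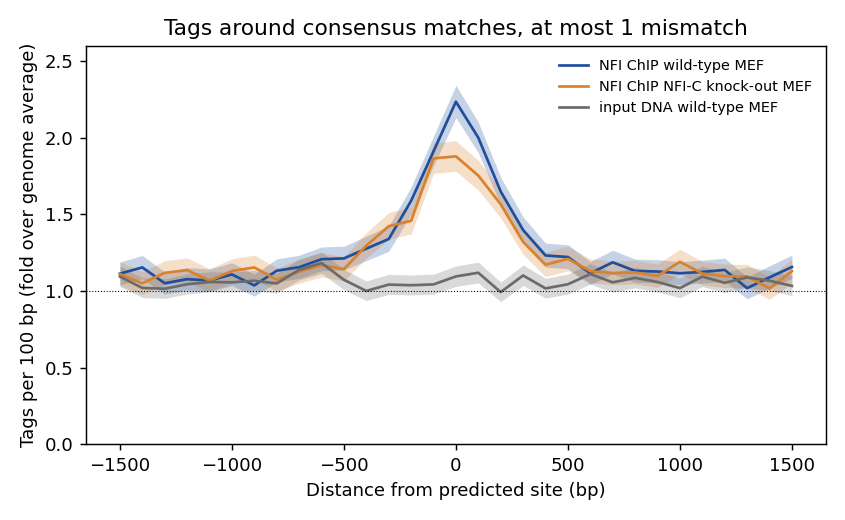
Tags per 100 bp around the 5981 consensus matches with at most 1 mismatch, as fold over the genome average, by distance from the site in bp. Lines are means for each library and shaded bands are 95% Poisson intervals.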

Actual *in vivo *binding site occupancy was estimated using the average ChIP-Seq tag count covering each subset of NFI predicted sites. When tag counts occurring at TSS-proximal binding sites were compared to those that do not occur near known TSS, a higher tag counts was noted at the predicted sites, but also in regions extending several kb away from the known binding sites (Figure 1A). 

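Over 300 bp centred on the predicted sites, the wild-type ChIP had 4407 tags at the 7316 TSS-proximal sites and 49458 tags at the 98475 other sites. The means were 1.53 and 1.28 times the genome average, a ratio of 1.20 (1.16 to 1.24). The same ratio was 1.25 (1.21 to 1.29) in the knock-out ChIP and 1.41 (1.37 to 1.46) in the input. When the wild-type tags at each group of sites were divided by the input tags there, the TSS-proximal sites had 1.09 times and the other sites 1.29 times the input, which reversed the ratio to 0.848 (0.813 to 0.885). The same division lowered the ratio 500 to 5000 bp from the sites to 0.665. The value of 0.848 alone therefore does not show a lower occupancy of the sites near a TSS. Restricting the match to at most 1 mismatch left 419 TSS-proximal sites, with a wild-type ratio of 1.23 (1.10 to 1.36) before and 0.968 (0.824 to 1.14) after division by the input, so that a difference over the input was not detectable at this depth. The input also depended more on base composition: at predicted sites with 60 to 70% G and C in 300 bp it had 4.80 times the genome average, and the wild-type ChIP 2.15 times. With the other sites weighted to the GC content of the TSS-proximal ones, an alternative chosen after seeing the data, the ratio over the input was 0.954 (0.902 to 1.01).

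**Figure D3:**
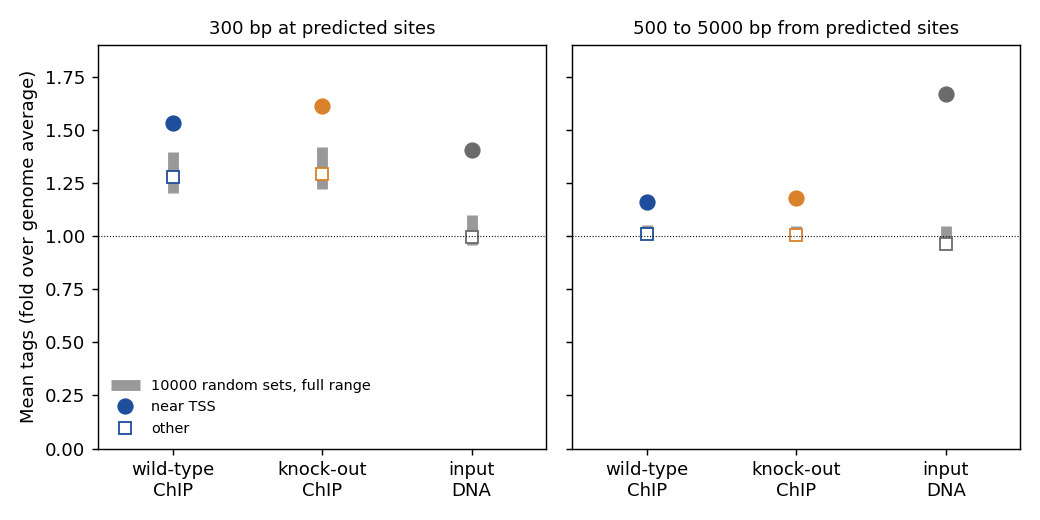
Mean tags, as fold over the genome average, at 7316 TSS-proximal predicted sites (filled circles) and 98475 other sites (open squares) in each library, in 300 bp at the site (left) and 500 to 5000 bp from it (right). Grey bars span 10000 random sets of 7316 predicted sites. TSS-proximal means lie above every random set in each library, and in the flanks the input reaches 1.67.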

Since the DNA fragments used in this assay did not cover a size range extending over several kb, we reasoned that this might either result from a surprisingly frequent association of the protein to sequences near binding sites, or, alternatively, that it may stem from the smaller size of the dataset comprising the TSS-proximal 2,852 binding sites relative to the non-TSS datasets of 58,640 sequences, resulting in a relatively noisier distribution at non-bound sequences, or from some other artefactual effects associated to the method.

**Figure 1:**
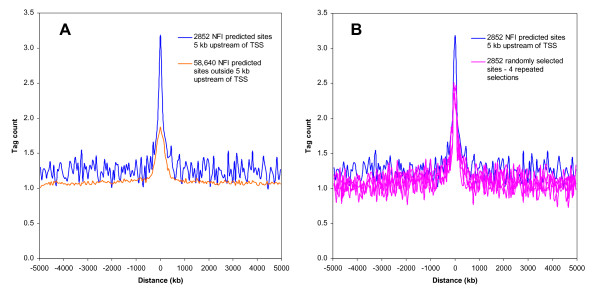
**NFI family of DNA binding proteins preferentially binds upstream of initiation sites of transcription in mouse genome**. A set of 61,492 NFI predicted sites was defined in the mouse genome, NCBI build 37 or mm9. Sites were defined with a previously established position weight matrix (sequence score threshold > 85, out of maximum 100) [28]. Within this set, 2,852 predicted sites overlapped regions 5 kb upstream from RefSeq annotated transcriptional start sites (TSS). As a negative control for this experiment, a complementary dataset of 58,640 sites was selected (panel A) or the same number of NFI predicted sites (2,852) were randomly selected from the initial set of 61,492 predicted sites (panel B). Four independently performed random selection are shown. Average NFI ChIP-Seq tag counts were calculated in windows of 50 bp for a region of 5 kb up- and down-stream of the selected NFI predicted sites. Tag counts were normalized globally, as a fold increase over the genome average tag count in a window of 50 bp. Obtained data points were connected to form a continuous line.

To assess the latter possibility further, we generated control datasets of the same size as the experimental set by randomly selecting 2,852 sequences from the 61,492 predicted sites. Comparison of distinct randomly selected data subsets indicated comparable tag counts at predicted binding sites, and similar signal-to-noise ratio. Thus, the sampling method provided a reliable estimation of the binding site occupancy, since several random groups of predicted sites did not differ markedly in their protein occupancy (Figure 1B). 

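Random sets of 7316 predicted sites were drawn 10000 times from the 105791 matches. Their mean wild-type tag count in 300 bp was 1.30 times the genome average, and 95% of the sets lay between 1.25 and 1.35. The lowest set was at 1.20 and the highest at 1.39. For sets of 419 sites with at most 1 mismatch the central 95% widened to a range of 1.76 to 2.35.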

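Against the random sets, the wild-type mean at TSS-proximal sites lay at the 100th percentile, above all 10000 sets. The input mean lay at the 100th percentile as well, at 1.41 times the genome average where the random sets ranged from 0.957 to 1.10. Divided by the input, the wild-type mean at TSS-proximal sites lay below all 10000 random sets, which were not matched for GC content. With at most 1 mismatch it lay at percentile 38.6 of its random sets.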

As before, the dataset corresponding to TSS-proximal sites showed a more prominent tag count around the predicted sites. However, comparable tag counts were observed within 500 to 5000 bp windows around the predicted binding sites, when comparing the experimental profiles to those of control datasets of the same size. Thus, we conclude that the group of TSS-proximal predicted sites displayed higher protein occupancy at predicted sites when compared to the randomly selected binding sites, but that it was not the overall promoter region that was more frequently bound by the protein. This suggested that binding sites within genomic loci upstream of core promoters may bind NFI with higher apparent affinity.

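Between 500 and 5000 bp from the predicted sites, on both sides, the wild-type ChIP had 1.16 times the genome average at TSS-proximal sites and 1.01 times at other sites, a ratio of 1.15 (1.15 to 1.16). Random sets of the same size ranged from 0.997 to 1.05, below the TSS-proximal flanks. In the input the flanks had 1.67 and 0.963 times the genome average, a ratio of 1.73 (1.72 to 1.74). Divided by the input, the wild-type flank ratio was 0.665. Without the limit of 1 tag per position it was 1.01 before and 0.677 after division by the input. These values depended on 1 predicted site by the 10 kb bin with the most tags. Without it, an alternative chosen after seeing the data, they were 1.06 and 0.618.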

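The tag count at the centre of each group was also divided by that in its own flanks. In the wild-type ChIP the centre was 1.32 times the flanks (1.28 to 1.36) at TSS-proximal sites and 1.27 times (1.26 to 1.28) at other sites. The ratio between both groups was 1.04, with 95% of 1000 bootstrap draws of sites between 1.00 and 1.08. It was 1.07 (1.02 to 1.11) in the knock-out ChIP and 0.816 (0.782 to 0.851) in the input. In the wild-type ChIP it was 1.11 (0.943 to 1.29) with at most 1 mismatch and 1.11 (1.05 to 1.16) with TTGGCNNNNNGCCAA. From the higher tag counts at TSS-proximal predicted sites than in random sets of equal size (Figure 1B), together with flanks that it describes as comparable, the paper concludes that the predicted sites themselves were more occupied near a TSS and that the promoter region as a whole was not.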

### NFI-bound genes show higher expression levels

Next, we assessed whether genes that bind NFI may have some common features regarding their gene expression levels. We selected 39,807 *in vivo *NFI sites genome-wide from the ChIP-Seq data, which corresponds to the genomic loci obtained from the collection of precipitated DNA fragments. 

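The deposited list holds 39807 in vivo sites, each given as an interval of 16 bp. Within 300 bp centred on these sites, the wild-type ChIP had a mean of 3.26 tags, 8.29 times the genome average (8.24 to 8.33). The knock-out ChIP had 0.768 tags, or 2.09 times (2.07 to 2.12), and the input 0.900 tags, or 1.87 times (1.85 to 1.89). Because the sites were selected on the wild-type tags, the wild-type value is raised by that selection. The knock-out ChIP exceeded the input 1.12-fold (1.10 to 1.13) over all sites, but fell to 0.590 of it when every tag was counted. At the 209 sites with at least 8 wild-type tags, the input had 42.9 times the genome average, and the wild-type ChIP was 0.902 of the input (0.861 to 0.945). The median tag counts there were 9 in the wild-type ChIP, 6 in the knock-out ChIP and 3 in the input, and 115 of these sites had fewer than 5 input tags, so these sums rest on the sites with many input tags. A match to the NFI consensus with at most 2 mismatches lay within 150 bp of 1240 sites, or 3.12% (2.95 to 3.29), against 1.33% (1.25 to 1.41) of windows of equal width 2 kb away. At the sites with a match the knock-out ChIP had 4.15 times the genome average (3.97 to 4.34) and the input 1.72 times (1.62 to 1.83).

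**Figure D4:**
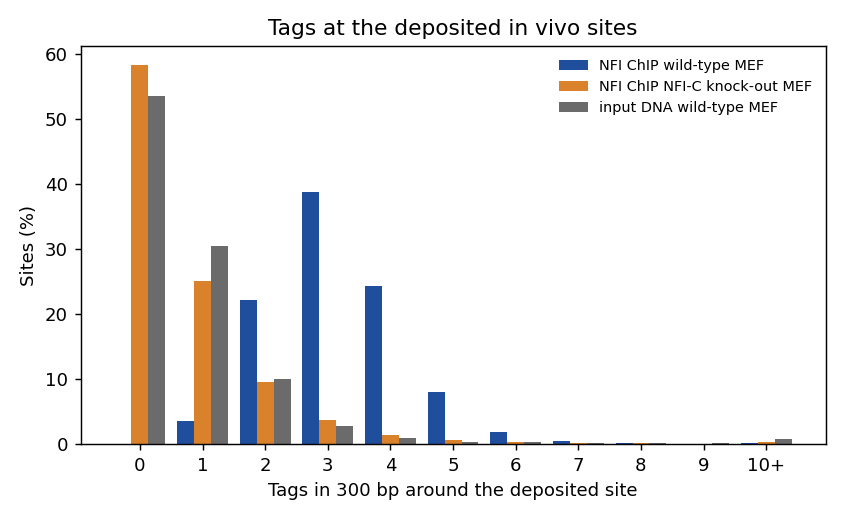
Share of the 39807 deposited in vivo sites, in percent, by number of tags in 300 bp in each library, with 10 or more tags in the last group. Most sites have 2 to 4 wild-type tags, and 58.4% have no knock-out tag and 53.6% no input tag.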

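Among deposited sites with fewer than 5 input tags, the site with the most wild-type tags lay in an intron of D7Ertd443e on chromosome 7, 141479748 to 141479763, with 17 wild-type, 11 knock-out and 1 input tag in 300 bp. The next were a site on chromosome 1, 35932289 to 35932304, 192949 bp from its nearest gene Hs6st1, with 14 wild-type, 6 knock-out and 0 input tags, and a site on chromosome 2, 29459714 to 29459729, 15519 bp from its nearest gene Rapgef1, with 14, 6 and 1 tags in the same order. A site in an intron of Ccdc38 on chromosome 10, 93040395 to 93040410, had 14 wild-type, 3 knock-out and 0 input tags, and a site on chromosome 1, 79694036 to 79694051, 4794 bp from Wdfy1, had 13, 6 and 1. The site for which Hs6st1 was the nearest gene had the match CTGGCAATTTGCCAG with 2 mismatches, at an offset of 1 bp. That for which Wdfy1 was the nearest gene had the match TTGGCAAGCTGCCTA with 1 mismatch, at an offset of 61 bp and thus outside the 16 bp interval.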

Out of this number, 3,120 *in vivo *sites were located within 5 kb upstream regions of RefSeq annotated genes. 

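Of the 39807 deposited sites, 4524 lay within 5 kb upstream of a TSS of a protein-coding gene, or 11.4% (11.1 to 11.7). Among 10000 random sets of as many input tag positions the mean share was 11.7%, and the sites lay at percentile 2.2 of these sets. With the outermost TSS of each gene alone, an alternative chosen after seeing the data, they lay at percentile 40.9. With the TSS of all annotated genes, also chosen after seeing the data, they lay at percentile 0.395. Within 1 kb upstream they lay at percentile 3.16, and within 10 kb upstream at percentile 0. The share thus lay below the central 95% of random input sets within 5 kb, within 10 kb and with all annotated genes. Within 1 kb it was 5.03%, just inside their central 95%, which ran from 5.02% to 5.45%. With the outermost TSS alone it also lay inside. Among uniform random positions the mean share was 6.99%, so that the sites were 1.63-fold above it. Of all tags, 8.28% lay in these upstream regions in the wild-type ChIP, 8.38% in the knock-out ChIP and 11.7% in the input. The 11.4% of the sites was thus above the share of all tags in the wild-type ChIP, from which they were called. The 1594 sites of this kind among 12855 sites called again from the tags made up 12.4%, above 99.3% of the random input sets.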

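The deposited sites within 5 kb upstream lay before 4037 protein-coding genes of the annotation when every annotated TSS was used. With the outermost TSS of each gene alone, an alternative chosen after seeing the data, 2706 sites lay before 2637 genes. Among upstream sites with fewer than 5 input tags, the one with the most wild-type tags lay 134 bp upstream of Pik3r3 on chromosome 4, 115894082 to 115894097, with 12 wild-type, 5 knock-out and 3 input tags. A site on chromosome 1, 178744419 to 178744434, between Cep170 and Sdccag8 had 10 wild-type, 3 knock-out and 4 input tags. The site upstream of Lims1 had 10 wild-type, 5 knock-out and 1 input tag, and that upstream of Hjurp had 9 wild-type tags and none in the other libraries. None of these upstream sites contained a consensus match with at most 2 mismatches.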

As multiple *in vivo *NFI sites may occur within the 5 kb upstream regions, a total of 2881 RefSeq-annotated genes were identified to contain one or more *in vivo *NFI sites. Control groups were generated to consist of 2,881 genes randomly selected from the total database of RefSeq genes. The expression levels of these genes was assessed using microarray profiling data of mRNAs obtained from murine embryo fibroblasts [29]. Again, randomly selected groups of genes did not differ significantly in their overall expression levels or in their distribution profiles, with the most prominent peak corresponding to lowly expressed genes (Figure 2A-C). However, the transcriptional levels of the group of NFI-containing genes were distinctly higher than those of the control subgroups (Figure 2D), with a median expression value of 6.34 for NFI-bound genes versus 4.93, 4.97 and 4.82 for the randomly selected groups of genes (two tailed t-test: p = 8.94 × 10^-61^, 1.15 × 10^-57^, 1.35 × 10^-65^, respectively). Thus, we conclude that NFI preferentially occupies promoters or upstream regulatory regions of genes that exhibit high expression levels in the cell.

**Figure 2:**
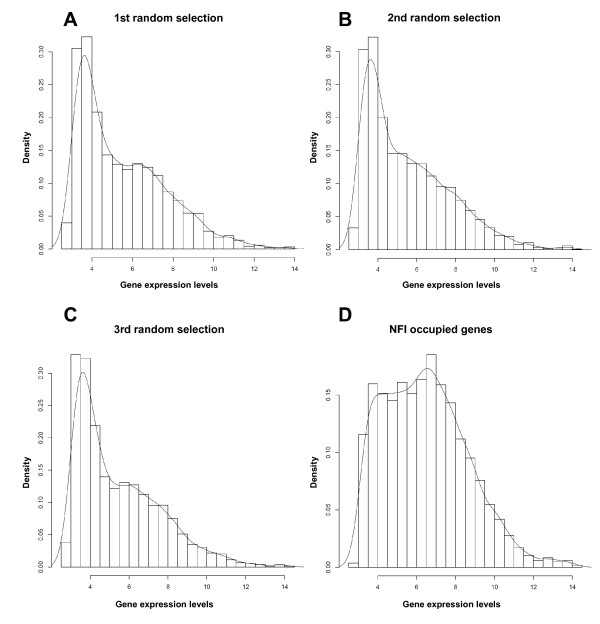
**Genes that contain NFI *in vivo *site in their 5 kb upstream regions exhibit higher expression levels**. Using ChIP-Seq data, 39,807 *in vivo *NFI sites were defined genome-wide in mouse embryonic fibroblasts. Out of this number 3,120 *in vivo *sites were located within the 5 kb upstream regions of RefSeq annotated genes. 2881 RefSeq genes were selected that contained one or more *in vivo *NFI sites in their 5 kb upstream regions and the same number of genes were randomly chosen from the RefSeq gene annotation. Random selection was repeated 3 times. Histograms represent the distribution of gene expression levels for each of such defined groups. Affymetrix expression data were obtained from the same cell type (mouse embryonic fibroblasts), from the same embryo, and using the same culturing conditions. A-C. Randomly selected groups. D. Group of NFI occupied genes.

### NFI binding correlates with specific histone methylation patterns

To test whether the preferential binding of NFI to upstream regions of expressed genes may be associated with specific chromatin modifications, we used ChIP-Seq data for 4 different histone H3 methylations, as previously obtained from mouse embryonic fibroblasts [4]. We created average ChIP-Seq tag profiles surrounding the TSS for each of these modifications. The group of 2,881 NFI bound genes showed higher levels of H3K4me3 and H3K36me3, which are markers of active promoters and transcribed regions, respectively, when compared to the three groups of 2,881 randomly chosen genes (Figure 3A, B). Interestingly, NFI binding at TSS did not correlate with a modification often associated with non-expressed or bivalent chromatin, H3K27me3, when compared with the profiles of the control gene subgroups (Figure 3C), indicating that NFI binding does not occur at promoter regions that are generally enriched in all histone modifications. Interestingly, we found H3K9me3, a modification recently associated with NFI chromatin-domain boundary activity at telomeres [26], to be also enriched surrounding the TSS of the group of NFI-bound genes (Figure 3D).

**Figure 3:**
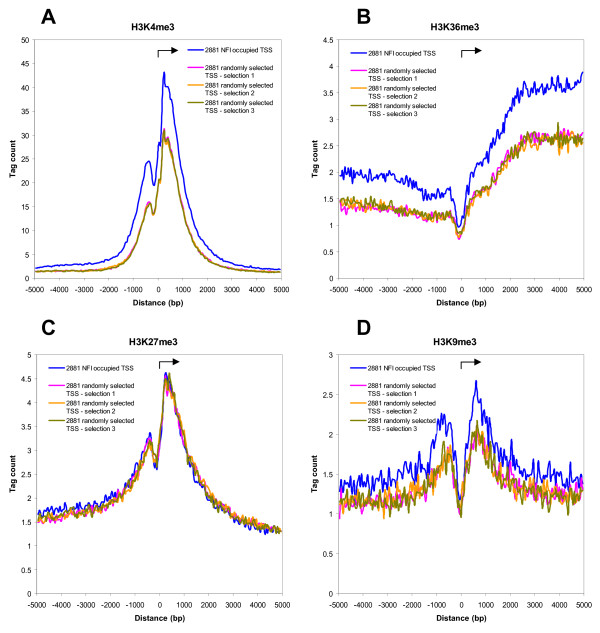
**NFI binding correlates with histone H3 methylations: H3K4me3, H3K36me3, H3K9me3**. 2881 NFI occupied genes in mouse embryonic fibroblasts and 3 groups of randomly selected genes were defined as in Figure 2. ChIP-Seq data for 4 different histone H3 methylations were obtained from the same cell type (mouse embryonic fibroblasts) [4]. Average ChIP-Seq tag counts were calculated in windows of 50 bp for a region of 5 kb up- and down-stream of the orientated transcription start sites (TSS). Tag counts were normalized globally, as a fold increase over the genome average tag count in a window of 50 bp for the following modifications: A. H3K4me3, B. H3K36me3, C. H3K27me3, and D. H3K9me3. Obtained data points were connected to form a continuous line. Arrows indicate the orientation of transcription in each panel.

### NFI-C most often acts as an activator of gene expression

The preferential association of NFI with expressed genes prompted us to test whether NFI family members may have the potential to activate gene expression, or whether their binding is rather the consequence of histone modifications and chromatin accessibility at promoters. For this purpose, we used gene expression microarray data from mouse embryonic fibroblasts in which one of the NFI factors (termed NFI-C) was knocked out by insertional mutagenesis [30]. We focused on differences in expression levels when comparing wild-type (WT) and knock-out cells (KO), and defined a set of 1000 genes which expression was most decreased in the absence of NFI-C (i.e. genes potentially directly activated by this factor). We also defined the set of 1000 genes whose expression is most increased in the absence of NFI-C (i.e. genes potentially directly repressed by NFI-C). We also randomly sampled 1000 genes from all RefSeq genes as control sets. Differences in the microarray signals of WT and KO cells (ΔE = E_wt_-E_ko_) were determined for each gene within defined groups and plotted as an absolute value. The group of genes activated by NFI-C showed the highest median ΔE value, implicating this factor as a potent gene activator (Figure 4A). NFI-C suppressed genes also appeared to be significantly regulated as compared to the control groups. However, NFI-C suppressed genes displayed moderate ΔE values, between those of the control groups and of the group of NFI-C activated genes, indicating that NFI-C is globally a less potent inhibitor of gene expression. When considering the expression levels in WT cells (E_wt_), the group of NFI-C suppressed genes had levels of expression that did not differ significantly from the control subgroups (median expression value: 5.16 for down-regulated genes versus 4.81, 4.67 and 4.78 for the control gene groups, two tailed t-test: p = 0.97, 0.57, and 0.50, respectively), again indicating that NFI-C acts as a moderate inhibitor of gene expression (Figure 4B). Overall, the group of NFI-C activated genes had significantly higher levels of expression than the control groups (median expression value: 6.18 for up-regulated genes versus 4.81, 4.67 and 4.78 for random gene groups; two tailed t-test: p = 2.04 × 10^-19^, 3.22 × 10^-21^, 1.60 × 10^-22^, respectively). These results suggest that NFI-C member of the NFI family acts globally as an effective gene activator.

**Figure 4:**
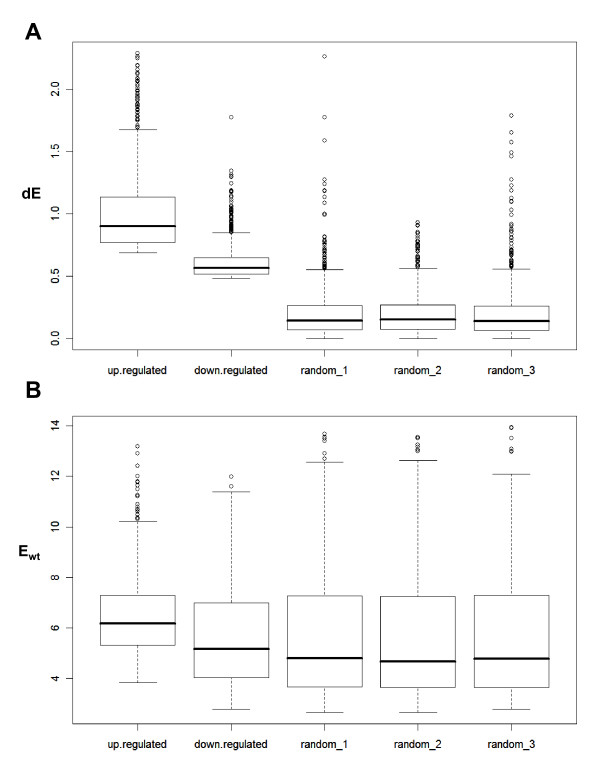
**NFI-C transcription factor acts as more potent activator of gene expression than repressor**. A. Differences in the gene expression levels in wild-type (WT) and NFI-C knock-out (KO) mouse embryonic fibroblasts were depicted for 1000 most up-regulated genes and 1000 most down-regulated genes by NFI-C, as well as for 3 independently selected random groups of 1000 genes. On the y-axis: for each gene in such defined groups expression level in knock-out cells was subtracted from the WT expression level (E_wt_-E_ko_) and plotted as an absolute value. B. Affymetrix expression levels in WT cells (E_wt_) for 1000 most up-regulated genes by NFI-C, 1000 most down-regulated genes by NFI-C, and 3 sets of 1000 randomly chosen genes.

## Discussion and Conclusions

In this study, we used a random sampling procedure as a general method to obtain reliable control datasets in the analysis of high-throughput genomic assays. We find that datasets of more than 100 individual values can be used without decreasing the robustness of statistical analysis, and that independently generated random subsets of data have statistically indistinguishable global properties. Thus, subsampling can provide a convenient way to display and compare the noise and signals from experimental and control datasets of the same size.

First, we showed that NFI binds preferentially those predicted sites that are located upstream of the initiation sites of transcription (Figure 1). Several interpretations may be given to the preferential association of NFI to binding sites in the proximity of TSS rather than to other locations of the genome. It is known that NFI occupies the promoters of many genes where it may bind synergistically with some other transcription factors such as hepatocyte nuclear factor 1 alpha, estrogen receptor, Brg-associated factor [31-33]. Thus, the preferred occupancy of TSS proximal sites may at least in part reflect the synergistic association of NFI with other factors.

We also found that NFI occupy promoters or upstream regions of the group of genes that are significantly more expressed than the representative randomly selected control groups. Since correlation does not necessarily imply causal relationship, this observation does not allow the conclusion that NFI-family members actually activate the expression of these genes. For instance, NFI might bind highly expressed genes to suppress in part their expression, but still leaving relatively high transcription levels. However, taken together with previous observations that NFI activates the expression of many genes in higher eukaryotes [20,21,32,34-37], we rather conclude that the observed correlation may originate from a direct up-regulation of gene expression by NFI, at least for a significant proportion of its target genes.

The hypothesis that NFI family members may directly activate genes appears to be true for at least one of the member of the family (i.e. NFI-C), as mRNA profiling analysis performed on wild-type and NFI-C knock-out cells revealed that NFI-C is a more potent gene activator than a repressor. The 1000 genes that are most up-regulated by NFI-C had significantly higher change in their expression levels than the top 1000 down-regulated genes. In addition, up-regulated genes showed significantly higher expression levels than representative control gene samples selected from the total gene population, implicating again that this factor is a potent activator of gene expression. Since the selected *in vivo *NFI binding sites are located up to 5 kb from their TSS, which is a relatively large distance, NFI might act as well through some of the types of remote regulation, for instance by the establishment of a chromatin domain boundary that would prevent the propagation of a silencing chromatin structure towards the promoter [27,38].

Histone H3 methylations such as the H3K4me3 and H3K36me3 modifications were found to be enriched around the TSS of NFI-occupied genes when compared with control gene groups. This finding is consistent with the model that NFI acts predominantly as an activator of transcription, since H3K4me3 and H3K36me3, but not H3K27me3, were proposed as markers of active gene transcription [4,6,39]. This indicates that NFI binding to the upstream regions may contribute to the recruitment of the specific enzymes for the H3K4me3 and H3K36me3 modifications. A genome-wide correlation of the occurrence of H3K27me3 was also observed around TSS occurring close to NFI-bound sites, however it was indistinguishable to that of the control group of genes. This indicates that this correlation results from an enrichment of H3K27me3 around at least some of the TSS, and that NFI is not involved in the recruitment of enzymes mediating this modification. Thus, the enrichment of H3K27me3 modification over the NFI bound genes represents a false positive genome-wide correlation. Interestingly, we also found the H3K9me3 modification to be slightly enriched in the group of NFI bound genes. Although H3K9me3 has been associated with a closed chromatin structure, this suggests that NFI may be involved in the recruitment of enzymes that mediate this modification. Interestingly, this modification was recently associated with a chromatin domain boundary effect at telomeric regions in human cells [26]. In this study, NFI was shown to prevent the propagation of a silencing chromatin structure from the telomere, and the expressed genes protected from telomeric silencing by NFI were shown to have elevated H3K9me3 marks at specific telomeric positions. Thus, we may conclude from these studies that the enrichment in H3K9me3 may be a hallmark of gene expression activation by NFI.

## Methods

### Cell culture

Mouse embryonic fibroblasts (MEF) were extracted from mouse embryos of 14.5 days. Cells from WT (wild-type) and NFI-C knock-out embryos were cultured under the following conditions: 37°C, 5% CO_2_, DMEM (GIBCO, 41966), Supplementary 10% FBS (GIBCO, Fetal Bovine Serum, qualified origin US, 26140-079), 1% v/v nonessential amino-acids (GIBCO, 11140-035), 1% v/v L-glutamine (GIBCO, 25030-024).

### Chromatin Immuno-precipitation (ChIP)

Chromatin was extracted from approximately 20,000,000 primary mouse embryonic fibroblasts grown in culture and cross-linked using 11% formaldehyde. Extracted chromatin was fragmented to the average fragment size of 1000 bp using high-frequency sound sonication on VibraCell-75455 (Bioblock Scientific). ChIP was performed as described before [27] using the commercial antibody against NFI group of proteins (NFI (H300): sc-5567, SantaCruz Biotechnology). Antibody complexes were precipitated using rProtein A Sepharose Fast Flow (Amersham Biosciences).

### Illumina/Solexa sequencing

ChIP DNA was processed using the contents of the ChIP-Seq Sample Prep Kit (Illumina). Size range of templates was selected by loading the entire processed sample on a 2% agarose gel and excising the gel region of 50-400 bp. PCR amplification of the gel-extracted DNA was performed for 18 cycles using the adapter-specific primers. Each sample was loaded into 3 separate flow cell channels of the Illumina Cluster Station and then subjected to sequencing-by-synthesis on the Illumina Genome Analyzer sequencing system. For each of the samples, sequence reads from independent channels were pooled together.

### Data analyses

Clustering and correlation analyses of mapped reads were performed using ChIP-peak and ChIP-cor tools available on the ChIP-Seq Analysis Server [40,41]. *In vivo *NFI sites were defined using the ChIP-peak tool and applying the following parameters: window width - 300 bp, vicinity range - 300 bp, peak threshold - 5 tags, count cut-off - 1 tag, repeat filtering-on. 

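The ChIP-peak rule was written anew with these parameters but without the repeat filter, because the reference used carries no repeat annotation. It found 12855 sites in the wild-type ChIP, and 21.6% (21.2 to 22.0) of the deposited sites lay within 300 bp of one of them. A note deposited with the sites states that tags were shifted by 75 bp in their direction before counting, and with this shift 25363 sites were found and 38.9% of the deposited sites were recovered. Only 11.0% of the deposited sites had 5 or more tags in 300 bp without the shift. With 300 bp on either side of a tag and the 75 bp shift, a rule chosen after seeing the data among several window widths and counting rules, 99.5% of the deposited sites had at least 5 tags. When every library was thinned to 3132004 tags, the rule with the stated parameters found on average 10145 sites in the wild-type ChIP, 9620 in the knock-out ChIP and 16826 in the input. At 5411989 tags in each without the limit of 1 tag per position there were 226608, 226658 and 79375 sites, where copies of 1 molecule count as separate tags and can reach the threshold alone.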

Correlation analyses were made using ChIP-cor tool and applying the following parameters: window width - 50 bp, count cut-off - 1, normalization - global. 

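In windows of 50 bp at the predicted sites, the wild-type ChIP had 1.52 times the genome average at TSS-proximal sites and 1.31 times at other sites, a ratio of 1.16 (1.07 to 1.25). The input had a ratio of 1.38 (1.28 to 1.48) in the same windows.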

Galaxy tools were used to operate on the genomic intervals [42,43].

### Random sampling algorithm

Random sampling algorithm was written in C++ language and compiled in Microsoft Visual Studio as detailed in the Additional file 1 online. The algorithm uses the computer system date and time as a constantly increasing number for seeding the random number generators at each independent run of the random number generator. Each random number so generated was used to select a single entry line from the dataset to be sub-sampled, with the limitation that a single line of the input file could be selected only once. The source code for random sampling algorithm is available in the additional materials online (Additional file 1).

### Datasets repository

ChIP-Seq data for the wild type and NFI-C knock-out mouse embryonic fibroblasts were deposited at the Gene Expression Omnibus (GEO) repository under the accession number GSE15844. Gene expression microarray data for the wild type and NFI-C knock-out mouse embryonic fibroblasts were taken from the GEO repository under the accession number GSE15871. ChIP-Seq data for histone methylations in mouse embryonic fibroblasts (H3K4me3, H3K9me3, H3K27me3, H3K36me3) were taken from GEO repository under the accession number GSE12241.

## List of Abbreviations

NFI: Nuclear Factor I; NFI-C: Nuclear Factor I - C; CTF: CAAT box transcription factors; ChIP: Chromatin immuno-precipitation; ChIP-Seq: Chromatin immuno-precipitation sequencing; MEFs: Mouse embryonic fibroblasts; TSS: Transcriptional start site; TFs: Transcription factors; NFI-C KO: Nuclear Factor I - C knock out; WT: Wild type

## Authors' contributions

MP conceived the study, carried out the ChIP-Seq experiments, participated in the data analysis and drafted the manuscript. PP developed the random sampling algorithm and participated in the data analysis. CS, GA and PB developed ChIP-Seq analysis tools and participated in the data analysis. AG, GP made substantial contributions to the data collection and interpretation of data. CM, PB and NM participated in the design of the study, made substantial contributions to the interpretation of data, provided essential data revisions, and helped to draft the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 (Source code of the random sampling algorithm, text file). Click here for file

Additional file 2 (Construction and statistical properties of random sampling method, supplemental figures relating to the construction and statistical properties of the random sampling method). Click here for file

# Supplementary material for: Nuclear factor I revealed as family of promoter binding transcription activators
**Source:** BMC Genomics. 2011 Apr 7;12:181. doi: 10.1186/1471-2164-12-181
**Supplement:** Additional file 2 — (Construction and statistical properties of random sampling method, supplemental figures relating to the construction and statistical properties of the random sampling method).

## **Supplemental Methods File.**

### **Generation of a random number generator and a random sampling algorithm**

Uniform distribution of 1,000,000 random numbers is shown for the whole range in a histogram (Supplemental Figure 1) and dot-chart (Supplemental Figure 2). In addition, the algorithm does not show any gaps in its range. To show this we selected 10,000,000 random numbers and plotted their distribution in the range 0-300, using the bin window of 1. The plot shows that the algorithm does not make any gaps and all the numbers in the range 0-300 could be selected (Supplemental Figure 3).

The source code of the random sampling algorithm was used in this study to generate random numbers that were used in turn to select the lines from the input dataset. The user needs to specify at the entry how many lines are to be chosen by the program. We also introduced a limit that a single line of the input file could be selected only once. After compiling in Microsoft Visual C++, the user should type in the command line: the name of the exe file, followed by first the desired name of the output file and then the name of the input file, e.g. :

```
name_of_the_program.exe output_file.txt input_file.txt
```

After calling the exe file in such way, the user will be asked how many entry lines to select from the input file in a random manner.

As a final step, we wished to assess the robustness of comparisons of datasets of different sizes. Datasets of widely different sizes may be heteroscedastic, that is of unequal variance, which was linked to an overestimation of the difference between the datasets in some statistical analysis [1, 2]. However, random sub-sampling of the larger dataset may reduce the power of the test, as the size of the tested dataset becomes smaller. This latter

possibility was assessed using a simulation experiment, where two sets of  $10^5$  normally distributed numbers were picked randomly to have either identical means of 10, or different means of 10 and 11, using the R software (R Development Core Team, 2006. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. IURL <http://www.R-project.org>, R Software version 2.3.1). The standard deviations were chosen to be the same and equal to 1 in all cases.

Then, the above-described random sampling algorithm was used to sub-sample these groups as performed in genomic analysis, to define subsets of either  $10^4$ ,  $10^3$ ,  $10^2$  or  $10^1$  values. A standard two-tailed t-test was used to compare selected sub-samples and the means and standard deviations of p-values were recorded. In either case of equal or non-equal means, the statistical comparison of datasets of identical sizes yielded similar p values as the comparisons of datasets of different sizes, when the dataset sizes were greater than or equal to  $10^2$  (Supplemental Figure 4). However, the comparisons of sets of different means yielded erroneous conclusions (p-values  $>0.05$ ) when at least one dataset of  $10^1$  values was used. Thus, random sub-sampling does not decrease the power of the statistical test for datasets of sufficiently large sizes, e.g. of 100 values or more. In addition, random sampling of predicted binding affinities or ChIP-Seq tag occurrence did not change the variance of the subsets in comparison to the overall set of data (data not shown). Thus, we conclude that random sampling of genomic samples in itself will not introduce biases or decrease the robustness of statistical assays, or otherwise cause problems related to heteroscedacity in subsequent parametric statistical analysis.

1. Gamage J, Weerahandi S: **Size performance of some tests in one-way anova.** *Communications in Statistics - Simulation and Computation* 1998, **27**(3):625 - 640.
2. Wittkowski KM: **Statistical analysis of unbalanced and incomplete designs - experiences with BMDP and SAS.** *Statistical software newsletter* 1991.

## **Supplemental Figures 1-4.**

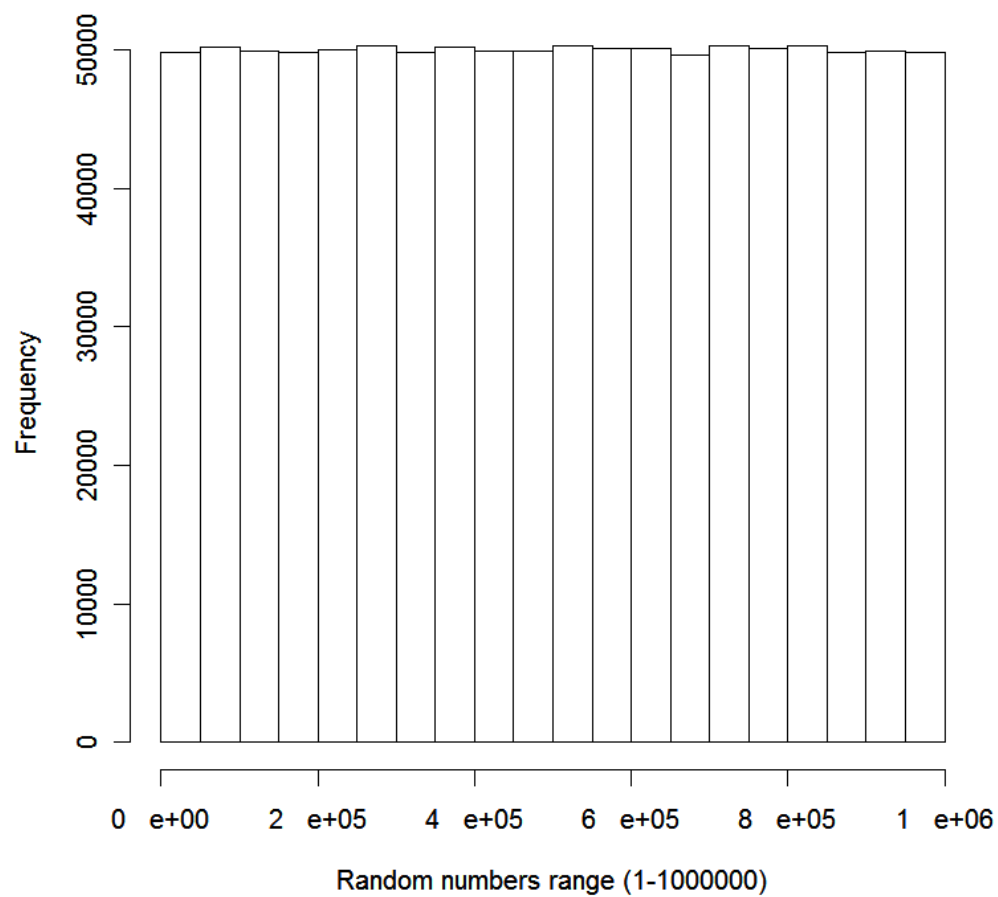

**Supplemental figure 1. Uniform distribution created by the random number generator**

Uniform distribution of random numbers is shown for the whole range (0-999,999) using a histogram and a bin size of 50,000.

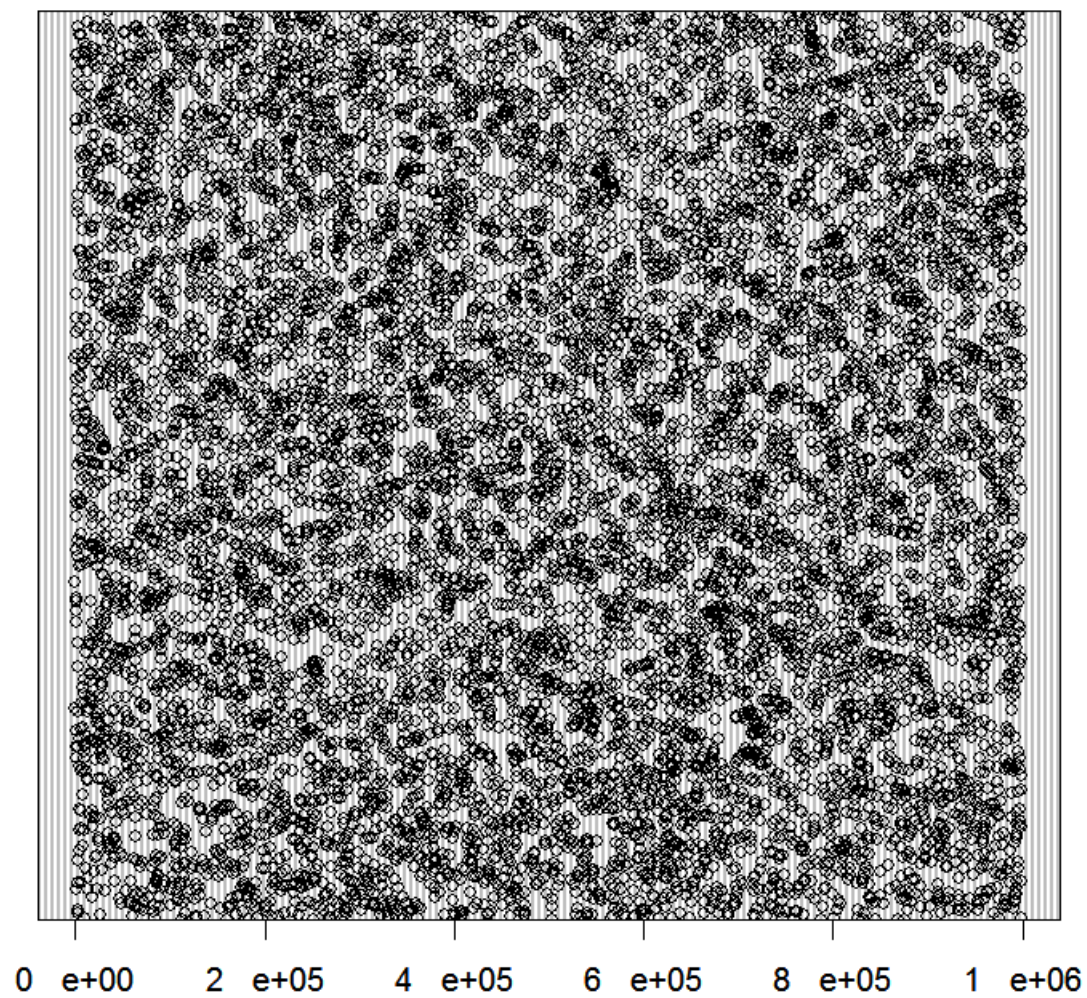

**Supplemental figure 2. Uniform distribution created by the random number generator**

Uniform distribution of random numbers is shown for the whole range (0-999,999) using a dot-chart.

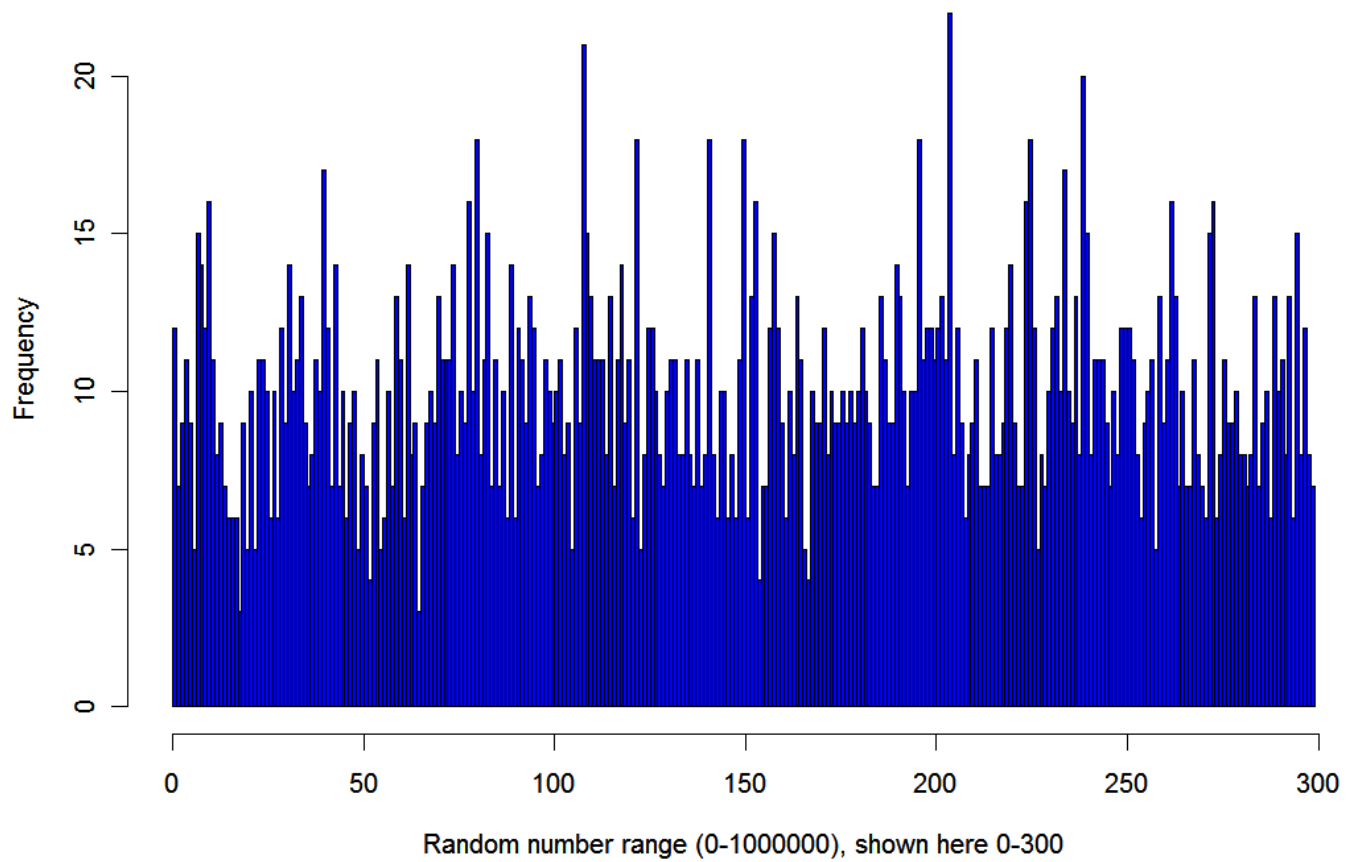

**Supplemental figure 3. Uniform distribution created by the random number generator shown at the smaller scale**

The distribution of 10,000,000 random numbers from 0-999,999 plotted for the range 0-300, using the bin size of 1.

**A**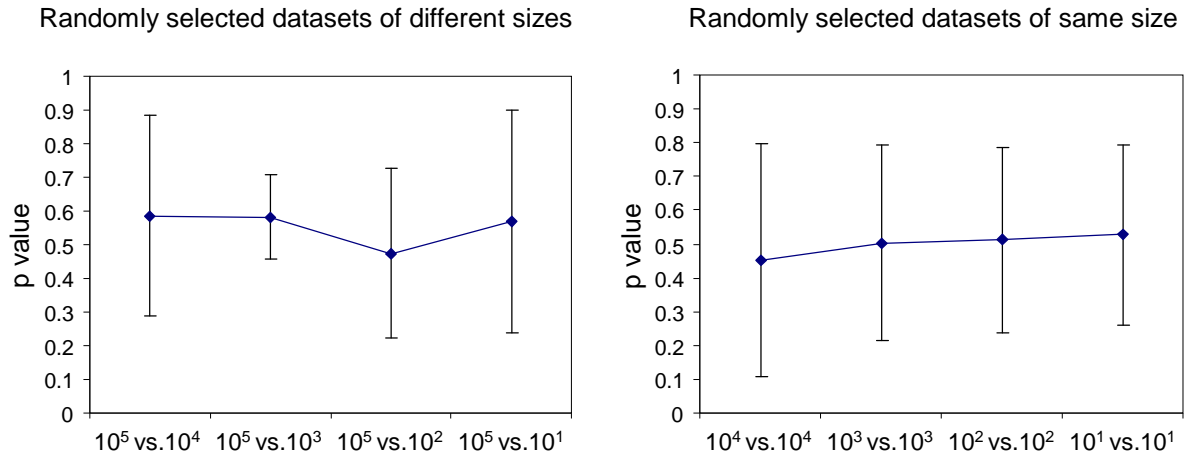**B**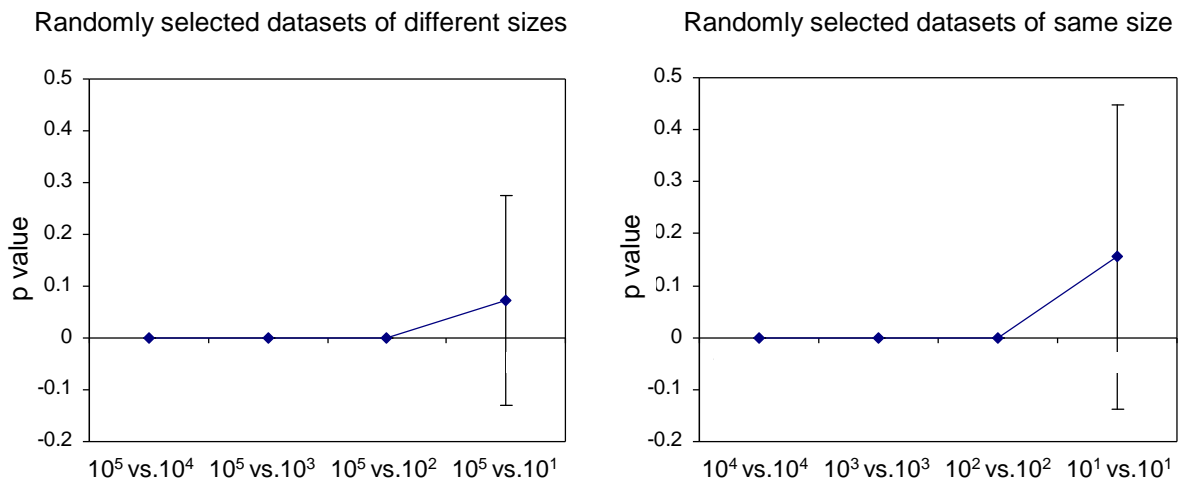**Supplemental figure 4. Statistical properties of random sampling method**

Two sets of  $10^5$  numbers were chosen to have a normal distribution and either identical means of 10, or different means of 10 and 11. The standard deviations were chosen to be the same and equal to 1. We next randomly sub-sampled these datasets to define subsets of either  $10^4$ ,  $10^3$ ,  $10^2$  or  $10^1$  numbers. We performed statistical comparisons of the two datasets using two-tailed t-test either by comparing sampled datasets of the same size or by comparing the sampled sets with the dataset of original size. Each graph shows a distribution of the obtained p-values. **A.** Comparison of samples of equal means. **B.** Comparison of samples of non-equal means.

How the deposited data were processed for this re-analysis (not part of the article)

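ChIP-Seq tags were analysed from 3 libraries of mouse embryonic fibroblasts: NFI ChIP in wild-type cells, NFI ChIP in NFI-C knock-out cells, and wild-type input DNA. Each condition had 1 library. The sequencing runs of a library were read from the read names and pooled, since they are runs of the same library. The paper gives 3 flow cell channels per sample; the read names of the input show 2 runs with reads of 36 bp, and those of both ChIP libraries 3 runs with reads of 35 bp.

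The authors mapped the reads to mm9 with ELAND and deposited each read with its match code, position, strand and mismatches. The values are counts of reads that the authors deposited without normalization. They also deposited the list of in vivo sites made with ChIP-peak, and files that pair the boundaries of histone methylation and lamina domains with the closest NFI site. The mm9 sequence used is NCBI build 37. TSS were taken from all transcripts of protein-coding genes, whether or not the transcript itself is coding, in GENCODE vM1 on the same build. The paper used RefSeq.

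Uniquely mapped tags on chromosomes 1 to 19, X and Y were counted by their 5′ end, with at most 1 tag per position and strand. This count cut-off left 3350071, 3132004 and 4100449 tags in the wild-type ChIP, knock-out ChIP and input. Each distinct tag was seen on average 2.92 times in the wild-type ChIP, 3.45 times in the knock-out ChIP and 1.32 times in the input. The ChIP-peak rule was written anew with a window of 300 bp, a vicinity range of 300 bp and a threshold of 5 tags. The repeat filter could not be repeated with the reference used. The deposited list was used as the set of in vivo sites.

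Predicted sites were matches to the consensus with at most 2 mismatches, counted in 300 bp at the centre and from 500 to 5000 bp on both sides. TSS-proximal means within 5 kb upstream. TSS-proximal means were placed among 10000 random sets of predicted sites of equal size, and the share of in vivo sites near a TSS among 10000 random sets of input tag positions. These percentiles describe the libraries. Other sites were also weighted to the GC content of the TSS-proximal sites in bins of 2%, and control palindromes were made from the bases of the motif.

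The genes and sites to be named were set before the data were examined: the NFI genes the paper names, the 5 deposited sites with the most wild-type tags among those with fewer than 5 input tags, and, among genes with a site within 5 kb upstream, the 5 whose site had the most wild-type tags under the same condition. Nfia had 758 tags in the wild-type ChIP, 706 in the knock-out ChIP and 873 in the input over its length, Nfib 738, 722 and 798, and Nfix 164, 196 and 324.

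Alternatives covered the count cut-off, mismatches in the mapping, the tag shift, the window, the threshold, the vicinity range, the channels, the definition of predicted and TSS-proximal sites, and the control. Their effect is given in the closing section. On simulated tags with 200 planted sites, the site rule with its threshold of 5 tags found 6.5% of them when each had 3 extra tags and, as the threshold fixes, 100% when each had 5 or 10, with 26 sites called elsewhere. A simulated ratio of 1.5 over 20000 sites was measured as 1.53 (1.45 to 1.62). Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0 and matplotlib 3.10.9 were used. Expression and histone methylation measurements of the paper were not analysed here.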

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

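The tests of the motif's bases, of carry-over between libraries and of the sample label were chosen after the result they concern was seen; the tests on GC content and on domain boundaries were set down before their outcome was seen. The GC test followed the sight of the unweighted control palindromes, and the comparisons with tag clusters followed that with input positions.

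The paper does not report values from the knock-out ChIP library at predicted sites. At the 5981 consensus matches with at most 1 mismatch, this library had 1.69 times the tags of the input (1.61 to 1.77) after scaling for library size, a signal above the control in data that the paper did not analyse. At matches without mismatch the knock-out ChIP was 3.03 times the input (2.32 to 4.00). Base composition of the motif argues little for this: at 5 control palindromes of the same bases the knock-out mean was at most 1.11 times the genome average, against 1.83 at the consensus. Control sites weighted to the GC content of the consensus matches gave a knock-out over input ratio of 1.05 (1.03 to 1.07), far below 1.69. Carry-over of amplified wild-type molecules would have to supply the 40.7% of knock-out tags at these matches that exceed the input, and 0.298% of them (0.154 to 0.520) lay at a position that the wild-type library also has, while 90.4% of further wild-type reads would fall on such a position. Over the whole genome the wild-type and knock-out libraries shared 4.37 times as many positions as uniform placement gives. The wild-type library and the input shared 3.56 times as many, and the knock-out library and the input 3.93 times. Sharing above uniform placement thus also occurred with the input, and a small carry-over is not ruled out. Material mixed before amplification was not tested. A mislabelled sample cannot be told apart from a true knock-out with these libraries. The knock-out over wild-type ratio at matches without mismatch was 0.657 (0.543 to 0.792) over 159 sites, 0.894 (0.857 to 0.933) with at most 1 mismatch and 1.01 (1.00 to 1.03) with at most 2 mismatches, but 1 library of each kind does not separate a lower occupancy from a less efficient immunoprecipitation. Binding of the other NFI proteins in cells without NFI-C, which the antibody against the NFI group would also precipitate, stays open and was not tested.

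The files that pair domain boundaries with the closest NFI site are not discussed in the paper. On the inner side of H3K4me3-rich regions, 18.1% of 31669 boundaries had an NFI site within 5 kb, above the level of random input positions. This was the highest share of the 8 files and was singled out after the shares were seen. The inner boundaries of H3K36me3-rich regions, at 15.4% against 12.7% for random input positions, and of H3K27me3-rich regions, at 12.5% against 11.5%, were also above all 1000 random sets. The outer boundaries of these 3 kinds of region were below all random sets, and those of lamina domains lay within their range. For H3K4me3, random sets of as many input tag positions gave 14.2%, so the places where input tags map do not account for it alone. Clusters of input tags found by the rule of 300 bp on either side with the 75 bp shift gave 29.6%, above the NFI sites, so clustering of tags that occurs without immunoprecipitation may account for sites near these boundaries. Clusters of the knock-out ChIP gave 16.5%, with all 1000 random sets below the NFI sites. None of these clusters was filtered for repeats, unlike the deposited sites. No biological explanation was tested, since the design has no condition that alters the boundaries.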

How the results depend on the processing

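The windows of 300 bp on either side of a tag, the choice of TSS, the strictest sites for the consensus, the 50 bp windows and the flanks with TTGGCNNNNNGCCAA, the GC weighting of the ratio over the input and the flanks without the densest bin were alternatives chosen after seeing the data, and all others were set before. No paired analysis was possible because each condition had 1 library. Of 134 alternatives, 26 kept the value within its interval or within 1.5 times of a count, 84 moved it and 24 reversed it, of which 12 have an interval that includes 1. Many moves are small, since the intervals cover counting error only. Unless a cause is given, the cause was not tested.

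Dividing by the input reversed the ratio of TSS-proximal to other predicted sites in the wild-type ChIP to 0.848 and in the knock-out ChIP to 0.883, and reversed the flank ratios to 0.665 and 0.676. With the other sites weighted to the GC content of the TSS-proximal ones, the ratio over the input at the sites was 0.954 (0.902 to 1.01) in the wild-type ChIP and 0.968 (0.914 to 1.02) in the knock-out ChIP. Most of the reversal at the sites thus went with GC content, and the rest was within the spread of 1000 bootstrap draws of sites. The flank ratios were not weighted for GC content. The weighted ratios in the wild-type and knock-out ChIP were 0.957 and 0.959 without a count cut-off, 0.937 and 1.01 in 50 bp, 0.975 and 0.976 with the shift, 0.918 and 0.992 within 1 kb upstream, 1.02 and 0.950 with at most 1 mismatch, and 0.975 and 0.964 with TTGGCNNNNNGCCAA, all with intervals that include 1. For 5 kb on both sides they were 0.912 (0.868 to 0.957) and 0.920 (0.876 to 0.966). Before division the wild-type ratio stayed above 1: 1.13 without a count cut-off, 1.16 in 50 bp, 1.43 within 1 kb upstream and 1.25 with TTGGCNNNNNGCCAA. After division without weighting these were 0.801, 0.838, 0.709 and 0.766. The wild-type flank ratio was 1.01 without a count cut-off, 1.06 when sites near the densest bin were also left out, 1.11 with at most 1 mismatch and 1.13 with TTGGCNNNNNGCCAA.

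The share of in vivo sites near a TSS over random input positions was 0.973. This ratio was 0.961 within 1 kb upstream, 0.948 within 10 kb upstream, 0.968 with the TSS of all annotated genes and 0.996 with the outermost TSS alone. It was reversed to 1.06 with sites called again, to 2.20 at sites with at least 8 wild-type tags and to 1.63 against uniform positions, and was 0.892 at sites with fewer than 5 input tags. The 2.20 rests on 54 sites before 26 genes, in a set where the input was at 42.9 times the genome average. The 0.892 is lowered by construction, as the sites but not the input positions were filtered on input tags, and it does not measure a shortfall.

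At in vivo sites, the ratio of the wild-type ChIP to the input was reversed to 0.902 at sites with at least 8 wild-type tags, and that of the knock-out ChIP to the input to 0.590 without a count cut-off and to 0.790 at sites with at least 8 wild-type tags. Both ratios at the latter sites rest on those with many input tags, as the median counts were 9, 6 and 3. Otherwise the wild-type over input ratio was 1.67 without a count cut-off, 2.80 in 1000 bp, 6.10 with fewer than 5 input tags and 4.54 with tags without mismatches. The knock-out over input ratio was 1.02 in 1000 bp and 1.42 with fewer than 5 input tags. Requiring few input tags raises both ratios over the input by construction. The wild-type over knock-out ratio was 2.83 without a count cut-off, 2.73 in 1000 bp, 1.14 with at least 8 wild-type tags, 4.28 with fewer than 5 input tags and 4.05 with tags without mismatches. Fold over the genome average in the wild-type ChIP, knock-out ChIP and input was 9.55, 3.37 and 5.72 without a count cut-off, 5.00, 1.83 and 1.78 in 1000 bp, 38.7, 33.9 and 42.9 with at least 8 wild-type tags, 8.16, 1.91 and 1.34 with fewer than 5 input tags, and 8.24, 2.03 and 1.81 with tags without mismatches.

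Without a count cut-off the wild-type ChIP had 9771419 tags and the knock-out ChIP 10809682. Sites called in the wild-type ChIP numbered 562 at 8 tags, 637989 without a count cut-off and 25363 with the 75 bp shift. Leaving out the second or the third channel gave 5868 or 6282 sites, with fewer tags in hand. With 300 bp on either side of a tag there were 75417 sites with the shift and 72761 without it. The deposited sites recovered were 16.8% within 150 bp, 38.9% with the shift, 94.5% without a count cut-off, and 99.3% with 300 bp on either side and the shift, or 92.0% of them within 10 bp.

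At 3132004 tags in each library, 465, 992 and 9231 sites were called at 8 tags in the wild-type ChIP, knock-out ChIP and input. At 5411989 tags in each, 226608, 226658 and 79375 were called without a count cut-off, with copies of a molecule counted as separate tags. The share of in vivo sites with a consensus match over that of flanking windows was 6.03 with at most 1 mismatch, 24.7 with at least 8 wild-type tags, 3.40 with TTGGCNNNNNGCCAA and 32 where at least 8 wild-type tags and fewer than 5 input tags were required. The 24.7 rests on 3 of 418 flanking windows with a match and the 32 on 2 of 230, so the size of both is uncertain.

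Within 10 kb in place of 5 kb of a boundary, the shares with an NFI site were by construction higher: 11.2% outside and 20.8% inside H3K27me3-rich regions, 14.4% and 25.7% for H3K36me3, 11.8% and 28.5% for H3K4me3, and 16.6% and 13.3% for lamina domains. Depth limits the strictest sets: 159 predicted sites without mismatch and 209 in vivo sites with at least 8 wild-type tags.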

Differences from the paper's values

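The paper's number of in vivo sites is 39,807, and calling sites again with the parameters of the Methods gave 12855. None of the alternatives set before the data were examined came within 1.5 times of the paper's number: a threshold of 8 tags gave 562, no count cut-off 637989, a vicinity range of 600 bp 12708, a shift of 75 bp 25363, tags without mismatches 9272, at least 3 times the input 11838, and the channels left out in turn 10990, 5868 and 6282. The rule of 300 bp on either side with the shift, chosen after seeing the values, gave 75417 sites without a repeat filter and did not reach the paper's number either, although 99.3% of the deposited sites lay within 300 bp of one of them.

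The paper's number of predicted sites is 61,492, against 105791 matches to the consensus with at most 2 mismatches. At most 1 mismatch gave 5981, and TTGGCNNNNNGCCAA with at most 1 mismatch gave 50306, which is within 1.5 times of the paper's number. Of the predicted sites, the paper's number near TSS is 2,852, against 7316. With the motif TTGGCNNNNNGCCAA it was 4038, within 1.5 times, while 1 kb upstream gave 1753, 5 kb on both sides 12931 and at most 1 mismatch 419. The paper's number of other predicted sites is 58,640, against 98475. With TTGGCNNNNNGCCAA it was 46268, within 1.5 times, while 1 kb upstream gave 104038, 5 kb on both sides 92860 and at most 1 mismatch 5562.

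The paper's tag count at the centre of TSS-proximal predicted sites is about 3.2 in Fig. 1A, read by eye, against 1.53 times the genome average. At most 1 mismatch gave 2.47, within 1.5 times of the paper's value. The other alternatives did not: no count cut-off gave 1.40, windows of 50 bp 1.52, a shift of 75 bp 1.60, 1 kb upstream 1.85, 5 kb on both sides 1.49 and TTGGCNNNNNGCCAA 1.92.

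The paper describes the flanks from 500 to 5000 bp of TSS-proximal predicted sites as comparable to those of random sets of the same size. It compared profiles in windows of 50 bp at fewer sites, defined by a weight matrix. Here the flanks of 7316 consensus matches were averaged over the whole range, so sites, set size and measure differ. The TSS-proximal flanks had 1.16 times the genome average, above all 10000 random sets, the highest of which was at 1.05. Without the count cut-off the flanks were at 1.05, at percentile 92.8 of the random sets in each of the 3 libraries. That percentile came from 1 predicted site by the densest bin of 10 kb: without it, in an alternative chosen after seeing the data, the flanks were again above all random sets, the highest of which was at 1.03.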

Other observations

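The tests of GC weighting, of centre against flanks with its widened bounds, of the wider window, of the densest bin and of uniformly placed tags were chosen after the results they concern were seen; the test of repeat copies was set down before its outcome was seen.

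In the input, predicted sites near a TSS had 1.41 times the tags of other predicted sites. After weighting the other sites to the same GC content the input ratio was 1.21 (1.15 to 1.27), so GC content was not the whole cause. The corresponding wild-type ratio after weighting was 1.15 (1.11 to 1.20). In the wild-type ChIP, the centre over flank ratio near a TSS against elsewhere was 1.04 (1.00 to 1.08) with at most 2 mismatches, 1.11 (0.943 to 1.29) with at most 1 mismatch and 1.11 (1.05 to 1.16) with TTGGCNNNNNGCCAA. With bounds widened for 3 comparisons, the last lay between 1.04 and 1.17 and the first between 0.993 and 1.09. A broad tag level around TSS is therefore argued against as the whole cause at the sites with TTGGCNNNNNGCCAA, while with at most 2 mismatches it stays open. In the knock-out ChIP the same measure was 1.07 (1.02 to 1.11), 1.02 (0.869 to 1.18) and 1.12 (1.07 to 1.18) in the same order, and in the input 0.816, 0.759 and 0.967. The reading above takes 1 as the ratio that a broad level would give. With at most 2 mismatches the input was at 0.816 (0.782 to 0.851), below the wild-type 1.04. Its stronger dependence on GC content keeps the input from setting that level for the ChIP, so no conclusion is drawn from it. No condition of the design alters promoters, and no biological explanation was tested.

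Re-calling with the parameters of the Methods found fewer sites than the deposited list holds. With 300 bp on either side of a tag and a shift of 75 bp, 99.3% of the deposited sites lay within 300 bp of a called site, so a window counted on both sides is a candidate explanation. This rule was found by trying window widths from 200 to 600 bp with different ways of counting tags. It also gave 35872 sites that are not in the list. At these, 10.5% of the 16 bp words within 150 bp occurred at least 50 times in the genome, against 3.17% at the sites in the list, so a repeat filter may account for part of the sites that are missing. Only 2.35% of the missing sites lay mostly in such words. At uniform positions, which unlike the sites need not be mappable, the shares were 18.7% and 14.2%, so the missing sites were less repetitive than the genome at large, and the test does not reach older repeats.

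At equal depth the input gave 16826 sites by the rule of the Methods, more than the 10145 of the wild-type ChIP. This holds for equal numbers of distinct tags. At 5411989 tags in each library without the count cut-off there were 226608 sites in the wild-type ChIP and 79375 in the input, but copies of 1 molecule then count as separate tags and can reach the threshold alone. Each distinct tag was seen 2.92 times in the wild-type ChIP and 1.32 times in the input, so these numbers do not tell which library has more sites. As many tags placed uniformly gave 813 sites, so chance placement does not account for the number in the input. No biological explanation was tested. Each library was split at random into equal parts, and at the sites called in one part the tags of the other were counted. In the wild-type ChIP, knock-out ChIP and input they were 2.89, 3.55 and 7.83 times the genome average for sites called at 3 tags, 6.29, 9.07 and 17.4 times at 4 tags, and 20.3, 23.2 and 23.1 times at 5 tags, where 1113, 1210 and 10849 sites were called.

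The bin of 10 kb with the most tags before the count cut-off was the same in all 3 libraries, on chromosome 2 from 98500000 to 98509999. It held 1.77% of the wild-type, 1.89% of the knock-out and 4.88% of the input tags. In the input, 37.6% of the reads in this bin carried mismatches against 15.0% elsewhere, so reads from diverged repeat copies that the assembly lacks are a candidate explanation.

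Of the outer boundaries, 5.54% for H3K27me3, 8.62% for H3K36me3 and 6.07% for H3K4me3 had an NFI site within 5 kb, against 6.41%, 10.9% and 7.73% in random sets of input positions. For lamina domains the shares were 8.87% outside and 7.61% inside. The deposited lists of microRNA loci give 80 loci with an in vivo site within the transcribed region and 12 with a site within 1 kb upstream.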
